A study of Arabidopsis thaliana with 8 samples.

How the data were processed

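Gene expression was measured in shoots of Arabidopsis thaliana, a small annual plant used as a laboratory model, on 8 Affymetrix microarrays, each hybridised with 1 biotin-labelled total RNA sample. The labels placed the samples in 4 groups of 2. Juvenile plants were 2 weeks old and adult plants were 3 weeks old. Plants of each age were either submerged in deionised water for 24 h in darkness or kept for the same 24 h in dark tanks without water. Per the labels' protocols, plants grew on soil under a 12 h photoperiod, treatment began when the light phase ended, and the tanks held 35 l of water at a depth of 25 cm. The 4 titles of the submerged samples carry the word dark, while their descriptions, sources and treatment fields all give submergence; the groups were taken from the treatment fields.

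The deposited table gave 1 value for each of 27826 loci on each array. These values were on the log2 scale as deposited, judged from their range (1.86 to 13.0), since neither the labels nor the table header names the unit. The labels state the authors' labelling protocol and do not state the array model, the background correction, the normalization, the summarisation or the assignment of probes to loci, so these steps are unknown here. Each entry was named by an Arabidopsis locus code, and 0 control probe sets and 0 columns belonging to no sample were present. Array medians lay between 6.13 and 6.30, so the arrays were on a common scale but did not share 1 distribution. A shift that the authors' normalization added or removed in all genes of an array cannot be seen in such values. Probe-level signals and background were not used here, so no gene could be called undetected, and dim genes may have compressed changes. Probes shared by near-identical genes could also mix their signals.

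Gene symbols came from a RefSeq gene table for the TAIR10.1 assembly, matched on the locus code. The table matched 27241 of the 27826 locus codes (97.9%), and the other loci are given by code. It served for names only. The authors' genome build was not stated, and no coordinates are given.

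All other values were computed from the deposited table with limma 3.58.1 in R 4.3.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. A linear model with 1 mean per group was fitted to all 8 arrays (lmFit) and variances were moderated across genes (eBayes, default prior). The fit left 4 residual degrees of freedom per gene, and the prior added 2.99 with a prior SD of 0.156. The 5 comparisons were tested two-sided as contrasts: submerged minus dark control in juvenile plants, the same in adult plants, adult minus juvenile in dark controls, adult minus juvenile in submerged plants, and the interaction, which is the adult response minus the juvenile response. P-values were adjusted by the Benjamini-Hochberg method over 27826 genes within each comparison. A gene was called at an adjusted p under 0.05, and calls with a change of at least 2-fold (1 on the log2 scale) were counted beside these. Every adjusted p for a gene is from limma. An exact permutation test of 2 arrays against 2 cannot give a p below 0.333, so single-gene calls rest on the variance shared across genes. The number of arrays limits the precision: the labels give no batch or date, and none could be tested.

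The genes named in the text were those with the 5 largest rises and 5 largest falls among called genes whose 2 arrays of one group all lay above the 2 of the other, for each comparison, together with every gene of 4 fixed lists. The lists, compiled from general knowledge of the field, were 27 hypoxia genes, 11 genes of mitochondrial stress (mitochondrial retrograde) signalling, 4 dark starvation genes, and 12 genes of the SPL family and its flowering targets. General knowledge of the field may include work on these samples, so the lists are not guaranteed to be independent of them. Of the 54 listed genes 53 were measured, and SPL13A was not analysed here. The tests, the 4 fixed lists, the naming rule and the alternatives were fixed before the data were examined, apart from those named as later additions. Lists were tested with camera at a preset correlation between genes of 0.01, with fry, and with camera at an estimated correlation. Camera asks whether a list changed more than the other genes, while fry asks whether its genes changed at all. A list can thus pass fry in the submergence responses, where many genes changed, without standing out from other genes. Each kind was adjusted over 20 tests, which are 4 lists in 5 comparisons. List genes were also adjusted over the list alone.

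The similarity of the responses at the 2 ages was described by Pearson's r across genes, the share of genes with the same sign and the root mean square change. Its chance value came from 100 simulated sets of unchanged arrays with the measured residual spread. Sums of squares were divided between submergence, age, their interaction and the residual.

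Alternatives were quantile normalization, centring of each array on its median, removal of the 25% or 50% of genes with the lowest mean, an intensity trend with a robust prior, fits of only the 4 arrays compared, array weights, the replicate number as a block, an adjusted p threshold of 0.01, and omission of each array in turn. Where an omission left 1 array in a group, that array was assumed to vary like the others. A pseudocount for linear values was planned and was not needed.

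The procedure was tested on simulated data with 200 of 27826 genes changed in each comparison. For a change of 2 on the log2 scale it recovered 88% of the changed genes in the juvenile response, 95% in the adult response, 92% in the age difference of dark controls, 85% in the age difference of submerged plants and 70% in the interaction. For a change of 1 it recovered 57%, 38%, 41%, 39% and 4% in the same order. The first 4 comparisons have the same standard error and were simulated with the same prior, so their differences come from the random draw. Far more than 200 genes were called in the 2 measured responses, so these recovery rates do not carry over to them. False calls numbered 10, 4, 4, 11 and 4. Among 1000 simulated unmoved lists of 11 genes, 3.4% had a camera p under 0.05 in the interaction. Genes were simulated without correlation, so this rate does not hold for the mitochondrial stress list, with an estimated correlation of 0.460.

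For the closing observations, 12 salicylic acid genes were compiled from general knowledge, and the 92 mitochondrial and 14 chloroplast genome loci were taken from the locus codes. These lists were not among those fixed beforehand. Median interactions were compared with 10000 random lists matched on mean expression and mean response. For the fixed lists, omission of each array, centring on medians and the trend with a robust prior for single genes were added after seeing the data. Tests of other splits of the samples and of single outlying samples need groups of at least 3 or 4 and were not run.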

Results

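Shoot transcriptomes of juvenile (2-week-old) and adult (3-week-old) Arabidopsis plants were profiled on 8 arrays after 24 h of submergence in darkness or 24 h in darkness in air. The design had 4 groups of 2 samples, and 27826 genes were measured on each array. It asked how submergence changed expression at each age, how the ages differed within each treatment, and whether the response to submergence depended on age.

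Arrays of one treatment were closely alike, and in each treatment arrays of the same age were closer than arrays of different ages. Across genes, r between the 2 arrays of a group was 0.995 for juvenile controls, 0.994 for adult controls, 0.990 for submerged juvenile plants and 0.991 for submerged adult plants. Across ages, r was between 0.986 and 0.989 in submerged arrays and between 0.990 and 0.992 in controls. Arrays of different treatments had r between 0.914 and 0.936. The submerged pairs were the more variable. Of 27826 genes, 615 differed at least 2-fold between the 2 submerged juvenile arrays and 508 between the 2 submerged adult arrays, against 216 and 272 between the juvenile and adult control arrays.

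Submergence accounted for 82.4% of the summed squares over all genes. Age accounted for 5.28%, the interaction for 3.12% and the residual for 9.20%, or 2.30% for each of its 4 degrees of freedom. The first principal component held 82.8% of the variance and separated submerged from control arrays, and the second held 5.42% and separated the ages. The setting that moved these shares most was removal of the dimmest 50% of genes, which raised the share of submergence to 89.5%.

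**Figure D1:**
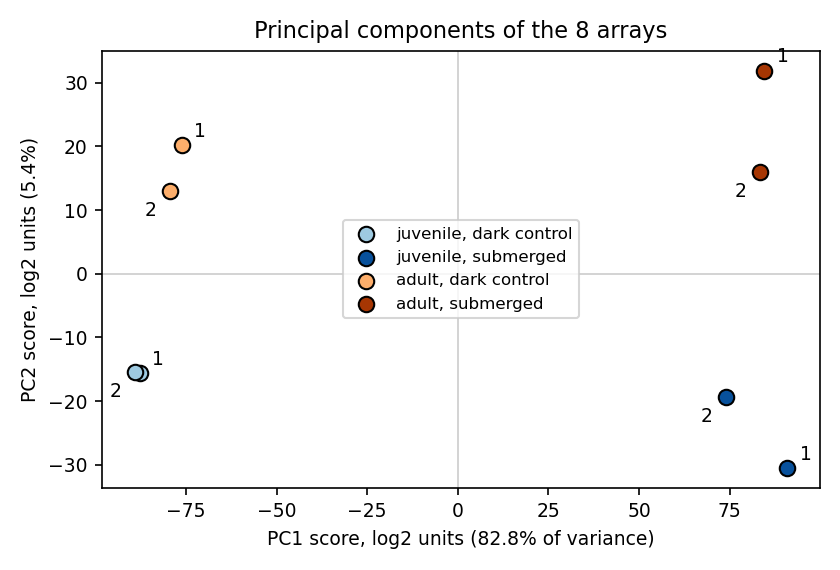
Scores of the 8 arrays on the first 2 principal components of the gene-centred log2 values, with colour for the group and the replicate number beside each point. PC1 (82.8% of the variance) parts the submerged from the control arrays and PC2 (5.42%) parts juvenile from adult arrays.

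The first comparison asked which genes responded to submergence in juvenile plants. With limma, 9525 genes (34.2%) were called at an adjusted p under 0.05, of which 4305 rose and 5220 fell. Of these, 4803 changed at least 2-fold, with 2670 rises and 2133 falls. A threshold of 0.01 moved the count most, to 6105. The medians of the submerged juvenile arrays lay 0.13 (log2) above those of their controls. After centring on the medians, 10677 genes were called, and the share that rose was 34.3% against 45.2% on the deposited scale.

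The largest rise was that of AT5G10040, a hypoxia gene, from 3.22 ± 0.20 in juvenile controls to 12.21 ± 0.05 in submerged juvenile plants (log2, SD, n = 2), a change of 8.99 with a standard error of 0.14 and a limma adjusted p of 1.1e-06. LCR67 (AT1G75830) rose by 8.63, SAD6 (AT1G43800) by 7.73, AT3G29970 by 7.67 and ARD3 (AT2G26400) by 7.49. The largest falls were those of AT1G30250 (-6.86), COR15A (AT2G42540, -6.34), XTH6 (AT5G65730, -5.93), ZW9 (AT1G58270, -5.88) and MIOX4 (AT4G26260, -5.84). AT1G30250 went from 10.45 ± 0.09 to 3.60 ± 0.40 (SD, n = 2), with a limma adjusted p of 4.1e-06.

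The same comparison in adult plants called 9346 genes (33.6%), of which 4073 rose and 5273 fell. Of these, 4653 changed at least 2-fold, with 2386 rises and 2267 falls. AT5G10040 again had the largest rise, from 3.29 ± 0.17 to 12.17 ± 0.04 (SD, n = 2), a change of 8.88 with a standard error of 0.14 and a limma adjusted p of 1.4e-06. It was followed by LCR67 (8.37), AT3G29970 (7.54), SAD6 (7.48) and AT2G14247 (7.44). The largest falls were those of AT1G30250 (-7.61), MIOX4 (-5.92), ZW9 (-5.52), COR15A (-5.46) and XTH6 (-5.41).

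Responses at the 2 ages were alike across genes. The changes had r = 0.928 across 27826 genes (SD 0.00663 over 16 choices of 1 array per group), where 100 simulations of unchanged arrays gave -0.0227 to 0.0290. Genes are not independent replicates, and no p is given. The 2 responses share no array. The same sign was seen in 78.4% of genes, against 49.3% to 50.7% in the simulations, and removal of the dimmest 50% of genes raised these values to 0.963 and 89.3%. The root mean square change was 1.04 in juvenile plants (SD 0.0515) and 0.989 in adult plants (SD 0.00996), against 0.235 and 0.236 for unchanged arrays. The 2 values differed by about 1 SD of the juvenile one, and the juvenile value was 1.11 without replicate 2 of the submerged juvenile arrays and 1.01 without replicate 1.

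In all, 7577 genes were called at both ages, 7564 with the same sign and 13 with opposite signs. Another 1948 genes were called in juvenile plants only and 1769 in adult plants only, and 90.2% and 90.8% of these had the same sign at the other age. A call at 1 age does not show a difference between ages, which the interaction tests.

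**Figure D2:**
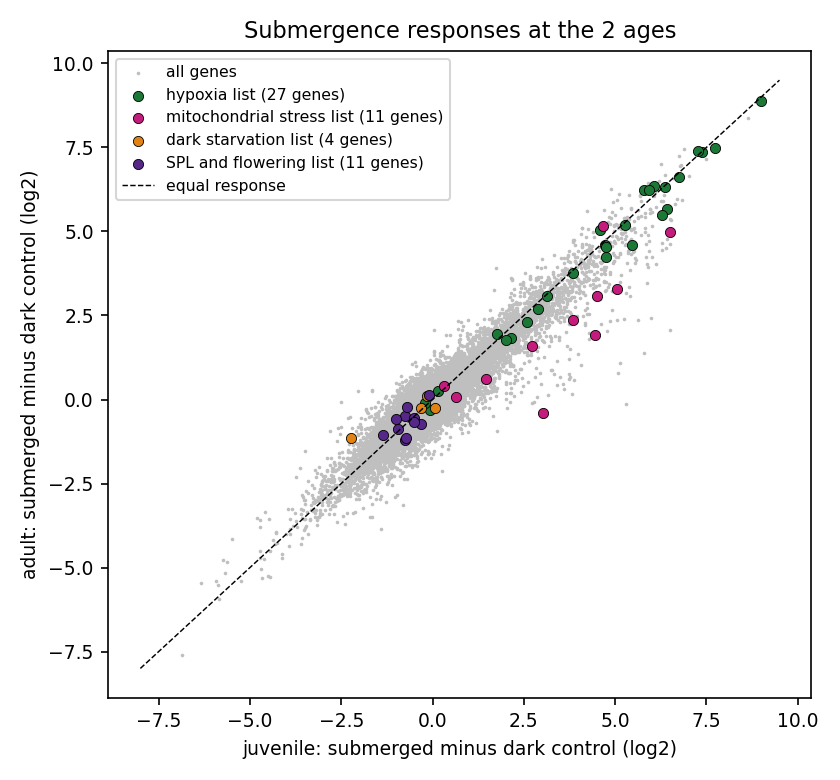
Log2 change under submergence in juvenile plants (x axis) against adult plants (y axis) for 27826 genes in grey, with the 4 fixed lists in colour and a dashed line of equal response. Most genes follow the line (r = 0.928), and 9 of the 11 mitochondrial stress genes lie below it.

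The second question was how adult and juvenile plants differed in the dark controls. With limma, 15 genes were called, 11 higher and 4 lower in adult plants, and all 15 differed at least 2-fold. An unadjusted p under 0.05 was reached by 2816 genes, where 1391 would reach it by chance. The count depended on the fit: an intensity trend with a robust prior called 149 genes, which included the same 15, a fit of only the 4 control arrays called 0, and omission of any 1 of the 8 arrays gave 0 genes, or 2 without juvenile control replicate 2 (1 of them among the 15). Centring on array medians gave 15 genes with 53.3% higher in adult plants, against 73.3% on the deposited scale. The largest positive difference was that of PR1 (AT2G14610), a pathogenesis-related gene, with 3.25 ± 0.22 in juvenile and 6.23 ± 0.45 in adult controls (SD, n = 2), a difference of 2.98 with a standard error of 0.25 and a limma adjusted p of 0.042. AT3G61280 (2.62), RING1 (AT5G10380, 2.25), AT3G09405 (1.99) and AT1G26410 (1.76) followed. The 4 lower genes were MLP34 (AT1G70850, -3.48), NRT2.3 (AT5G60780, -2.22), KINESIN-12B (AT3G23670, -1.26) and AT5G37690 (-1.23).

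Between submerged adult and submerged juvenile plants, 35 genes were called, 3 higher and 32 lower in adult plants, all at least 2-fold. An unadjusted p under 0.05 was reached by 3282 genes. The intensity trend with a robust prior called 264 genes, which included the same 35. Of the 264, 98 were higher and 166 lower in adult plants, so the balance of directions depended on the fit. A fit of only the 4 submerged arrays called 0. Omission of 1 array gave 96 genes without juvenile submerged replicate 2 (24 of them among the 35), 26 without adult submerged replicate 2 (7 among the 35), and 0 without any of the other 6 arrays. The higher genes were AT1G50040 (1.63), CYP71B14 (AT5G25180, 1.22) and BXL1 (AT5G49360, 1.08). The largest negative difference was that of AT5G55150, with 9.23 ± 0.57 in juvenile and 4.87 ± 0.90 in adult submerged plants (SD, n = 2), a difference of -4.36 with a standard error of 0.44 and a limma adjusted p of 0.032. GSTU25 (AT1G17180, -3.98), AT1G26390 (-3.43), AT5G59330 (-3.40) and AT2G38240 (-3.39) followed. Of the 32 lower genes, 23 were called as raised by submergence in juvenile plants and 11 in adult plants. The submerged arrays enter both comparisons, so this selection favours the juvenile count and lowers the adult one. One gene, MLP34, was called for age in both treatments, and the age differences in the 2 treatments had r = 0.259 across genes.

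The interaction asked whether the response to submergence differed between the ages. It called 0 genes with limma at an adjusted p under 0.05, with a smallest adjusted p of 0.143, for AT1G26390. An unadjusted p under 0.05 was reached by 2030 genes, where 1391 would reach it by chance. The intensity trend with a robust prior called 28 genes, and omission of juvenile submerged replicate 2 gave 23. The median standard error was 0.23 for the interaction and 0.16 for the other comparisons, and in simulations an interaction of 1 was recovered in 4% of genes, so differences of that size were mostly not detectable with 2 arrays per group.

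The fixed lists were then compared. Of the 27 hypoxia genes, 24 were called as raised at each age, and adjusted over the list alone 24 were called in juvenile plants and 25 in adult plants, the 25th being JAZ3 (AT3G17860), which fell by 0.33. The median change was 4.76 in juvenile plants (camera adjusted p 2.0e-22) and 4.60 in adult plants (2.5e-22), and these calls held under fry and under an estimated correlation. ADH1 (AT1G77120) rose from 7.49 ± 0.11 to 12.06 ± 0.04 in juvenile plants and from 7.06 ± 0.01 to 12.12 ± 0.07 in adult plants (SD, n = 2). PDC1 (AT4G33070) rose by 7.37 at both ages. JAZ3, AT4G27450 and PP2-A13 (AT3G61060) were not called over all genes at either age. In dark controls the list lay higher in adult plants, with a median of 0.16 and 18 of 27 genes positive (camera adjusted p 0.0213). That call held under fry (0.00862) and not under an estimated correlation (0.175). The estimate was -0.00788 for this list, below the preset 0.01, so a larger correlation did not cause that loss. The call was also lost without juvenile control replicate 2 (median 0.11) or adult control replicate 2 (median 0.13). Among its genes 0 were called over all genes and 4 when adjusted over the list alone: PCO1 (AT5G15120), ACO1 (AT2G19590) and ALAAT1 (AT1G17290), which were higher in adult controls, and ADH1, which was lower. Between submerged plants the median was 0.03 (camera adjusted p 0.681). The median interaction was -0.12 (camera adjusted p 0.120) and changed sign, to 0.05, when arrays were centred on their medians, because centring shifts each gene by the difference between the array medians (-0.17 for the interaction).

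The mitochondrial stress list had a median change of 3.85 in juvenile plants (camera adjusted p 4.7e-07) and 1.91 in adult plants (0.000367), with 9 and 8 of 11 genes called as raised over all genes, and 11 and 8 adjusted over the list alone. Both calls held under fry and not under an estimated correlation, which was 0.460 for this list. ANAC017 (AT1G34190), a transcription factor of this pathway, changed by 0.31 in juvenile plants (limma adjusted p 0.0942) and 0.41 in adult plants (0.0402). Between ages, the list differed by a median of 0.13 in dark controls (camera adjusted p 0.277). In submerged plants the median was -0.71, and 10 of 11 genes were lower in adult plants (camera adjusted p 3.5e-06). That median was -0.36 without juvenile submerged replicate 1 and -0.47 without adult submerged replicate 1. It was -1.05 without juvenile submerged replicate 2 and -0.95 without adult submerged replicate 2. The median interaction was -1.42, with 9 of 11 genes negative (camera adjusted p 3.5e-06). Neither of the last 2 calls held under fry (0.0695 and 0.0899) or an estimated correlation (0.206 for each). Over all genes, 0 of the 11 were called for either difference, and adjusted over the list alone 3 were called for the difference between submerged plants (AT2G21640, AT5G09570 and UGT74E2) and 2 for the interaction (AT2G21640 and OM66).

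**Figure D3:**
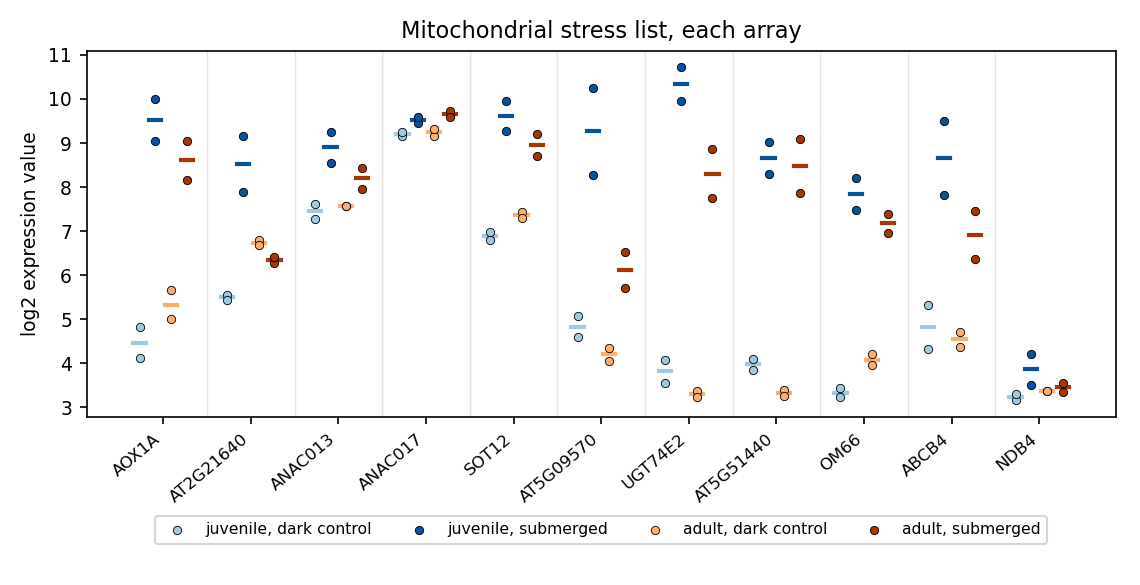
Log2 expression values of the 11 mitochondrial stress genes on each of the 8 arrays (points), with a bar at the mean of each group of 2. Submerged juvenile arrays lie above submerged adult arrays for most genes, while for AT2G21640 the adult groups differ by less than 1 unit.

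The mean of this list on single arrays was 9.07 and 8.16 in submerged juvenile plants, 7.20 and 7.74 in submerged adult plants, 5.33 and 5.13 in juvenile controls, and 5.40 and 5.34 in adult controls. The 2 submerged juvenile arrays thus differed by more than the nearest arrays of the 2 ages. For AOX1A (AT3G22370), which encodes an alternative oxidase, the change was 5.05 in juvenile plants and 3.28 in adult plants, each with a standard error of 0.44, and the interaction had a limma adjusted p of 0.613.

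The 4 dark starvation genes had a median change of -0.23 in juvenile plants (camera adjusted p 0.166) and -0.25 in adult plants (0.302), with fry values of 0.00163 and 0.00947. DIN6 (AT3G47340) was the only 1 of the 4 called over all genes, with changes of -2.24 in juvenile and -1.15 in adult plants. Adjusted over the list alone, 2 and 1 genes were called. The age differences of the list were a median of -0.04 in dark controls (camera adjusted p 0.415) and 0.18 in submerged plants (0.188), and the interaction was 0.16 (0.0768). Fry gave 0.294, 0.0133 and 0.0487 for these. In submerged plants 0 genes were called over all genes and 2 adjusted over the list alone, and for the interaction 0 and 1.

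Of the 11 measured SPL and flowering genes, 7 were called as lowered by submergence at each age (7 and 8 adjusted over the list alone), with medians of -0.73 in juvenile plants (camera adjusted p 0.00560) and -0.67 in adult plants (0.00778). Both calls held under fry and not under an estimated correlation (0.175 for each). That correlation was -0.000679, below the preset 0.01, so a larger correlation between genes did not cause the loss. Between ages the list had a median of 0.13 in dark controls (camera adjusted p 0.129) and 0.26 in submerged plants (0.0428). The second did not hold under fry (0.0652) or an estimated correlation (0.206). SPL5 (AT3G15270) was 1.04 higher in adult controls, with a limma adjusted p of 0.0676 over all genes and 0.00130 adjusted over the list alone. It was the only gene of the list called over the list alone in controls, and 2 were called in submerged plants. The median interaction was 0.07 (camera adjusted p 0.630).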

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

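The single-array tests of the mitochondrial stress list, AT2G21640, OM66 and DIN6, and the chance test of AT5G37690 and AT5G59330, were chosen only after the result was seen. Each result below drew attention because the response to submergence differed between the ages, either in a test of the difference or by opposite directions with separated arrays.

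The mitochondrial stress list responded more in juvenile plants, with a median interaction of -1.42 (log2) and 9 of 11 genes negative. Its camera adjusted p of 3.5e-06 rests on a preset correlation between genes. It lay between 9.7e-10 and 0.00119 when 1 array was left out, but was 0.0899 under fry and 0.206 with the estimated correlation of 0.460, so the difference is not established by a test that allows for genes moving together. Single arrays, scaling and a general difference in induction were tested as explanations. If replicate 1 of the submerged juvenile arrays had made the difference alone, the median without it would be near 0; it was -0.79, with a camera adjusted p of 0.000165. The size did depend on the array, since without replicate 2 the median was -1.78. Array scaling was argued against by a median of -1.42 after quantile normalization and -1.25 after centring on medians. A generally larger response of induced genes in juvenile plants was argued against by 10000 lists matched on expression and response: their median was -0.15, with 95% between -0.48 and 0.16, and the list lay at percentile 0. Matched lists are drawn from unrelated genes, so they do not allow for the shared movement of this list. What stays open is a difference between ages, which the design names, and variation among plants in a correlated set of genes with 2 samples per group. A stronger mitochondrial stress response of juvenile plants is a candidate explanation, as a hypothesis only.

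AT2G21640, a gene of that list, rose in submerged juvenile plants from 5.50 ± 0.09 to 8.53 ± 0.91 (SD, n = 2), and went from 6.74 ± 0.08 to 6.34 ± 0.08 in adult plants. The changes were 3.03 and -0.39, with separated arrays in opposite directions. The adult change was not called (limma adjusted p 0.464), so a fall in adult plants is not shown. The interaction of -3.42 had a limma adjusted p of 0.276 over all genes and 0.00310 adjusted over the list alone, and 0.0375 over all genes with the intensity trend and robust prior. If 1 array had made the interaction, leaving it out would take it near 0; it was -2.78 where it was closest to 0. With separated arrays no omission can turn a sign, so the opposite directions were not tested. A difference between ages remains a possible explanation and was not tested apart from these arrays.

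OM66 (AT3G50930) rose by 4.51 in juvenile plants and 3.09 in adult plants. Its interaction of -1.42 had a limma adjusted p of 0.484 over all genes and 0.0340 adjusted over the list alone. It was 0.376 over all genes with the trend and robust prior. Dependence on 1 array was argued against by an interaction of -1.06 in the fit where it was closest to 0. DIN6 (AT3G47340) fell less in adult plants, with changes of -2.24 and -1.15 and an interaction of 1.09. Its limma adjusted p was 0.278 over all genes, 0.00315 adjusted over the list alone and 0.0262 over all genes with the trend and robust prior. The smallest DIN6 interaction with 1 array left out was 0.97. Age remains an open explanation for both genes, and the equal medians printed for OM66 and for its list arise because OM66 is the middle gene of the 11.

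AT5G37690 changed by -0.84 in juvenile and 0.20 in adult plants (interaction 1.04), and AT5G59330 by 1.66 and -0.50 (interaction -2.16), in each case with the 2 submerged arrays on one side of the 2 controls at one age and on the other side at the other age. The interaction had a limma adjusted p of 0.276 for each. Opposite and separated changes were seen in 2.55% of all genes (710 of 27826), against 1.64% to 2.02% in 100 simulated sets of arrays with an equal response at both ages. If nothing changed, 5.56% would be so placed. Most such genes may therefore arise by chance. For these 2 genes opposite directions cannot be told apart from chance, because 2 arrays against 2 separate too often. The test does not bear on a difference between ages within 1 treatment. AT5G59330 was called between submerged plants (-3.40, limma adjusted p 0.0253) and not in dark controls (-1.24, 0.154). AT5G37690 was called in dark controls (-1.23, limma adjusted p 0.0420) and not between submerged plants (-0.19, 0.586).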

How the results depend on the processing

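For the fixed lists, the fits that leave out 1 array, centring on medians, and the trend and robust prior for single genes were chosen only after the result was seen. No result took the opposite sign as a called value under any alternative. Except where construction shows it, the cause was not tested.

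The counts of the juvenile and adult responses stayed within 1.5 times their values under each alternative but 1: an adjusted p under 0.01 gave 6105 and 5927 genes, as a stricter threshold must, and 0 for both age differences. With 1 array left out they lay between 6574 and 9482 in juvenile plants and between 6587 and 9580 in adult plants.

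The age difference in dark controls, 15 genes, became 31 without the dimmest 25% of genes, 59 without the dimmest 50% (8 shared), 149 with the trend and robust prior (15 of the 15 shared), 141 with array weights (15 shared), 8 with the replicate block (4 shared) and 0 from the 4 arrays alone, where fewer samples give the variance and 3533 genes reached an unadjusted p under 0.05. Leaving out 1 array gave 0 to 2. The age difference in submerged plants, 35 genes, became 22 after centring on medians, 264 with the trend and robust prior (35 of the 35 shared), 6 with array weights (6 shared), 4 with the replicate block (3 shared) and 0 from the 4 arrays alone (2318 at an unadjusted p under 0.05). Leaving out 1 array gave 0 to 96. Weights were equal within each group by construction and so acted between groups. The interaction, 0 genes with limma (2030 at an unadjusted p under 0.05), became 28 with the trend and robust prior and 0 to 23 with 1 array left out, the 23 without juvenile submerged replicate 2. Fewer arrays thus gave more genes in some fits, so the age counts do not show how many genes differ.

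Removing the dimmest 25% and 50% of genes raised r to 0.940 and 0.963, the share with the same sign to 85.6% and 89.3%, the juvenile root mean square change to 1.19 and 1.18 and the adult one to 1.13 and 1.12, with fewer genes tested. Centring on medians gave 73.6% with the same sign. With 1 array left out, r was 0.911 to 0.923, the same sign 76.2% to 78.7%, and the root mean square changes 1.01 to 1.11 and 0.989 to 1.01. The same 2 filters moved the shares of submergence to 84.8% and 89.5%, of the interaction to 2.69% and 1.78% and of the residual to 7.56% and 4.82%; the larger moved age to 3.93%. Centring gave 3.53% for the interaction.

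With an estimated correlation, list calls were lost for mitochondrial stress in juvenile (0.206) and adult (0.248) responses, submerged plants (0.206) and the interaction (0.206). They were also lost for SPL in both responses (0.175 each) and submerged plants (0.206), and for hypoxia in dark controls (0.175). The estimates were -0.000679 for SPL and -0.00788 for hypoxia, so a larger correlation did not cause the losses of these lists. Fry lost mitochondrial stress in submerged plants (0.0695) and the interaction (0.0899) and SPL in submerged plants (0.0652), and gained dark starvation in the juvenile (0.00163) and adult (0.00947) responses, submerged plants (0.0133) and the interaction (0.0487), and the hypoxia interaction (0.0487). In the juvenile and adult responses 34.2% and 33.6% of all genes were called, so a fry call there does not set a list apart. The hypoxia interaction was also called after quantile normalization (0.0309). SPL in submerged plants was lost with the replicate block (0.0748) and centring (0.0934). With 1 array left out, adjusted p ranged over 0.0120 to 0.118 for hypoxia in controls, 0.0363 to 0.433 for SPL in controls (called without adult control replicate 1), 0.0245 to 0.127 for SPL in submerged plants, and 0.0342 to 0.283 for the dark starvation interaction (called without juvenile submerged replicate 1). The replicate block changed no other call.

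For single named genes, 298 results were refitted 4936 times, and 0 fits turned a called sign. Of the 97 called submergence results, 1560 of 1631 fits kept the call and 71 lost it. Of the 17 called age results, 100 of 279 fits kept the call and 179 lost it. Of the 184 results that were not called, 36 of 3026 fits gave a call and 2990 did not. The number of arrays limits these results, and signal over background was not available.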

Other observations

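The tests of array noise and of RNA of submerged plants in the shift of adult controls, and the test of chance alignment between submerged juvenile arrays, were chosen only after the result was seen.

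PR1 was 2.98 higher in adult than in juvenile dark controls. A raised salicylic acid programme would raise other genes of that programme: 12 such genes had a median difference of 0.45, with 10 of 12 positive. The camera p was 3.8e-05 (0.000192 adjusted over 15 tests), fry gave 0.0302 (adjusted 0.0907) and an estimated correlation 0.0607 (adjusted 0.301). This list was not fixed beforehand and followed the PR1 result in the same arrays. Its p-values are therefore not those of a preset test. Of the 12, 0 were called by limma over all genes. Between submerged plants their median difference was 0.05, with 7 of 12 positive (camera p 0.950). Their median interaction was -0.59, with 10 of 12 negative. The adjusted p of that interaction was 0.000786 with camera, 0.131 with fry and 0.301 with an estimated correlation. The PR1 difference was 2.66 where it was smallest with 1 array left out, so its size did not rest on 1 control array. Its control arrays were separated, so no omission could turn the sign. The call of PR1 was not kept with any 1 array left out. All 12 genes also had positive changes under submergence, with medians of 3.31 in juvenile and 2.25 in adult plants. At each age 11 of them were called as raised. The higher level in adult controls may therefore be part of the wider shift described next and not a programme of its own. A higher basal defence state of older plants is one candidate explanation, and was not tested against that shift.

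Adult dark controls lay nearer to the submerged arrays than juvenile ones, with first-component scores of -76.2 and -79.5 against -87.8 and -89.1. Of the 11 genes called higher in adult controls, 10 were also called as raised by submergence in juvenile plants. Noise shared through common control arrays was argued against by correlations across genes of 0.143 and 0.187 between the age difference and the response from separate arrays, where 100 simulations gave -0.0221 to 0.0273. RNA of submerged plants in the adult controls, as the whole cause, was argued against by the 48 genes raised by at least 6 in juvenile plants. Such RNA would raise them together, and their median age difference was 0.137, with single genes from -0.78 to 1.99. Intensity-dependent compression was argued against by correlations of 0.167 and 0.182 after expression-bin medians were removed. The slopes were small, at 0.0707 and 0.0524. Age, or an unrecorded difference in handling of the 2 ages, could give this shift, and neither was tested.

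The difference between the 2 submerged juvenile arrays had r = -0.0854 across genes with the age difference under submergence. Distortion that depends on intensity was argued against, as r was -0.0900 after expression-bin medians were removed. Chance alignment of array differences remains a possible explanation. The array differences of the other 3 groups had r of 0.123, 0.115 and 0.0584 in size with the age difference of their own treatment, so this alignment was not exceptional. The same 2 arrays also differed along the response to submergence (r = 0.260, against 0.0201 to 0.0623 for the other pairs of arrays), and no explanation of this was tested.

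Transcripts of the organelle genomes were examined for a common change. The 92 mitochondrial loci had median changes of -0.03 at each age with means of 0.04 and 0.05 and camera direction up, and the larger camera p of the ages was 0.659. The 14 chloroplast loci had medians of -0.15 and -0.18 and a larger camera p of 0.215, while fry gave 0.00894 and 0.00625 (adjusted 0.0335 and 0.0312). In the 2 responses to submergence, camera thus called neither organelle genome, and fry called a small fall of chloroplast transcripts. Between submerged plants, 64 of the 92 mitochondrial loci were higher in adult plants, and the median difference was 0.05. Camera gave 0.00996 (adjusted 0.0299), fry 0.154 (adjusted 0.283) and an estimated correlation 0.242 (adjusted 0.559). In dark controls 54 of the 92 were higher in adult plants, with a median of 0.04 (camera p 0.0347, adjusted 0.0867). The median interaction was 0.03 (camera p 0.607), so this age difference is not shown to be specific to submergence.

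Of the 28 genes with an interaction under the trend and robust prior, 28 had the larger response in juvenile plants, 22 had a negative interaction, and 12 were also called between submerged plants. Chosen after values were seen, AOX1D (AT1G32350) was -3.38 and NDA1 (AT1G07180) -1.06 between submerged adult and juvenile plants, each with a limma adjusted p of 0.0459 and both outside the fixed lists. NDB2 (AT4G05020) changed by 0.80 in juvenile and -0.61 in adult plants, with a limma adjusted p of 0.305 for the interaction. No explanation was tested for these genes.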
